A study of Mus musculus with 2 samples. Its data were reported in "Hypoxia-inducible factor-1α-deficient adipose-tissue macrophages produce the heat to mediate lipolysis of white adipose tissue through uncoupling protein-1" (2024).

How the data were processed

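Adipose tissue macrophages (ATM) are the macrophages that reside in or enter fat. They were sorted by flow cytometry with antibodies against F4/80 and CD11b from visceral fat of mice kept on a high-fat diet for 12 weeks. Both genotypes lacked ApoE and carried loxP-flanked Hif1a alleles. The KO mice also carried hMRP8cre, which expresses the Cre recombinase in myeloid cells so that Hif1a is deleted there. The WT mice did not carry it. Per the labels, poly(A) RNA was fragmented, copied into cDNA with random primers, amplified by PCR and size-selected on a gel before sequencing. There was 1 library for each genotype. Whether a library came from 1 animal or from several is not stated.

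The authors deposited a single table with an FPKM value per gene and library, that is, fragments per kilobase of transcript, scaled by the number of mapped fragments. TopHat (a spliced aligner) and Cufflinks (an estimator of transcript abundance) are named as the tools. Their versions, the genome build, the annotation and any filter are not stated. The column named for the mutant was taken as the KO library, because the labels give no other library that was not WT. FPKM values are already divided by transcript length and by library size, so they are not read counts, and no count model was used.

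The table had 20749 rows. Of these, 401 repeated another row in full, 396 of them at 0 in both libraries, and were dropped. A further 18 rows gave other values for an identifier already present, and their FPKM was summed. This left 20330 Ensembl gene identifiers, of which 20035 (98.5%) had a symbol in GENCODE M21 and 295 did not. Transcript lengths, GC content and coordinates were taken from the GENCODE M21 annotation of GRCm38 and describe that build, not necessarily the one the authors used. A gene's length was the median over its annotated coding transcripts.

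Expression was compared as log2(FPKM + 1), KO minus WT, in the authors' scaling, for the 10297 genes with an FPKM of at least 1 in at least 1 library. A length was found for 98.4% of them. The pseudocount of 1 understates the change of genes with low values. A gene was counted as higher or lower at a 3-fold difference on this scale. With 1 library per genotype no difference has a replicate check, and no p-value was computed. The median change of each gene list was placed among the medians of 10000 random lists of the same size, drawn from the 200 genes nearest to each member in mean expression. A second set of random lists was also matched on transcript length. A single gene was placed among the 500 genes nearest to it in mean expression. These percentiles describe the libraries and not the genotypes.

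The 32 gene lists, the processing alternatives and the rule for naming genes were fixed before the data were examined. Genes were named if they belonged to a fixed list, were among the 10 largest rises or the 10 largest falls with an FPKM of at least 1 in both libraries, or were among the 10 highest in a library. A pair of further gene families, proteasome subunits and spliceosomal Sm and LSm proteins, was added after the values had been seen. Several lists share genes with those the study chose from these same libraries.

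Sequencing depth was estimated from the low FPKM values. In genes with a single annotated transcript, FPKM multiplied by length in kilobases has a smallest recurring value, which was taken as 1 fragment. It was 0.171 FPKM x kb in the WT library, where 18 genes lay at this step and 3 lay below it. It was 0.134 FPKM x kb in the KO library, where 20 genes lay at the step. Fragment numbers derived in this way are estimates. They cover counting error only, since PCR copies of a molecule are not independent.

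The spread between the libraries was summarised as a unit of noise, the mean over genes of the squared difference of the FPKM values times length in kilobases, divided by their sum. If values were counts of independent molecules, this would be the FPKM x kb of 1 molecule. A pair of earlier estimators based on medians was tried first and dropped because they gave too low a unit on simulated data. The estimates from the real libraries had been seen under all of them by then. Unchanged libraries were simulated 1000 times from the mean of both libraries with the unit of noise found at 50 to 200 FPKM x kb. That unit was estimated from the libraries being compared, so it contains any real difference between them.

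The procedures were tested on simulated data. A simulated unit of 10 was recovered as 10.2 over 4329 genes at 10 to 50 FPKM x kb and as 9.58 over 2159 genes at 50 to 200. Of 200 genes at 200 FPKM x kb or more that were raised 4-fold at that unit, 94% passed the 3-fold threshold. Genes under that level were not tested in this way. The list test drew 20 genes at a time from those with a mean FPKM of at least 10. Of 60 lists lowered to 70% of their level, 73.3% fell under the 2.5th percentile, against 1.67% of 60 unchanged lists.

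The alternatives were a pseudocount of 0.1 or 0.01, no filter, an FPKM of at least 1 in both libraries, a mean FPKM of at least 5, a 2-fold threshold, a 3-fold threshold on the FPKM ratio itself, keeping the highest row of a repeated gene, and 4 rescalings of the libraries (to the same median, upper quartile or sum, and by a trimmed mean of ratios). Removal of the trend of the change with transcript length was added after the data had been seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.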

Results

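RNA sequencing of sorted ATM was done to ask how macrophages that lack HIF-1α, the oxygen-regulated subunit of the transcription factor HIF-1, differ in gene expression from WT macrophages after 12 weeks of high-fat diet. The data were 1 WT library and 1 KO library, with no replicates. FPKM values summed to 585823 in the WT library and to 568329 in the KO library. Genes listed above 0 numbered 9773 in WT and 10124 in KO, and 8920 and 8963 genes had an FPKM of at least 1. The smallest recurring FPKM step put the depth at about 5860000 fragments for WT and 7470000 for KO. The median listed gene rested on an estimated 128 fragments in WT and 153 in KO. Genes with 3 or fewer estimated fragments made up 3.06% of those listed in WT and 4.23% in KO. For a transcript of 2000 nt, 3 fragments correspond to an FPKM of 0.256 in WT and 0.201 in KO.

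The 10 highest genes took 17.0% of the summed FPKM in WT and 16.9% in KO, and 8 of them were shared. Retnla was the highest in both, at 22302 FPKM in WT and 23753 in KO, followed by Cd74 at 17891 and 18661. Ctdsp2 was among the 10 highest in WT only, at 6839 FPKM against 43.5 in KO. Mt1 was among the 10 highest in KO only, at 5126 FPKM against 2522 in WT. The genes used to sort the cells were present in both libraries. Adgre1, which encodes F4/80, was at 299 FPKM in WT and 239 in KO, and Itgam, which encodes CD11b, was at 128 in both. The median change over 13 macrophage markers was -0.00 on the log2 scale. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were listed above 0 in both libraries.

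The targeted gene was examined first. Hif1a (ENSMUSG00000021109, GRCm38 chromosome 12, 73901375 to 73947530) was at 30.4 FPKM in WT and 20.97 FPKM in KO, a change of -0.52. Among the 500 genes nearest in expression, 31.0% had a lower change, so the difference did not stand apart from those of unrelated genes. The table gives a value for the whole gene, and the deleted exon was not analysed here. Apoe, which is disrupted in both genotypes, was at 94.3 FPKM in WT and 117 in KO.

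It was next asked how many genes differed between the libraries. At the 3-fold threshold 1402 genes were higher and 1413 were lower in KO, which was 27.3% of the 10297 genes compared. The counts moved most with the filter, to 429 higher and 447 lower when an FPKM of at least 1 was required in both libraries. Of the higher genes, 730 (52.1%) were listed at 0 in WT. Of the lower genes, 640 (45.3%) were listed at 0 in KO. The median change was 0.03 and its SD across genes was 1.55. Across the 7586 genes with an FPKM of at least 1 in both libraries, Pearson's r of the log2 values was 0.857 and Spearman's rho was 0.786. These are correlations across genes, which are not independent replicates. The share of genes past 3-fold was 64.3% at a mean FPKM of 1 to 2, 20.6% at 10 to 20 and 1.99% at 100 to 1000.

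**Figure D1:**
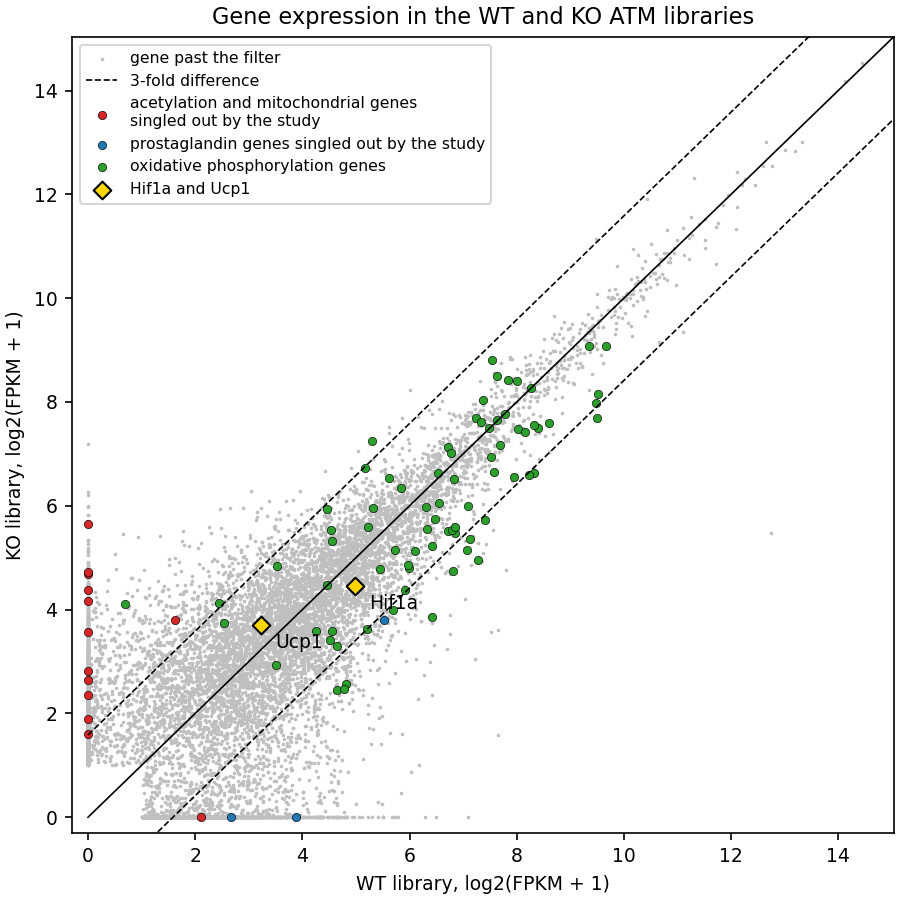
Expression of each gene past the filter in the WT library (x axis) and the KO library (y axis), both as log2(FPKM + 1), with dashed lines at a 3-fold difference. Of the 13 acetylation and mitochondrial genes singled out by the study (red), 11 lie on the left edge because they were listed at 0 in WT, while Hif1a and Ucp1 (yellow) lie inside the dashed lines.

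Genes listed at 0 in 1 library were often well above 0 in the other. In WT, 831 genes were listed at 0 that had an estimated 20 or more fragments in KO. In KO, 670 genes were listed at 0 that had 20 or more in WT. The share at 0 depended on expression and, except at 1 to 2 FPKM, on transcript length. Of all genes at 1 to 2 FPKM in KO, 32.7% were listed at 0 in WT, against 0.134% of genes at 100 FPKM or more. Of genes at 10 to 20 FPKM in KO, 10.4% of those shorter than 1000 nt were listed at 0 in WT, against 1.26% of those of 4000 nt or more. At 1 to 2 FPKM in KO these shares were 33.3% and 29.0%, and at 1 to 2 FPKM in WT the shares listed at 0 in KO were 18.2% and 22.8%.

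**Figure D2:**
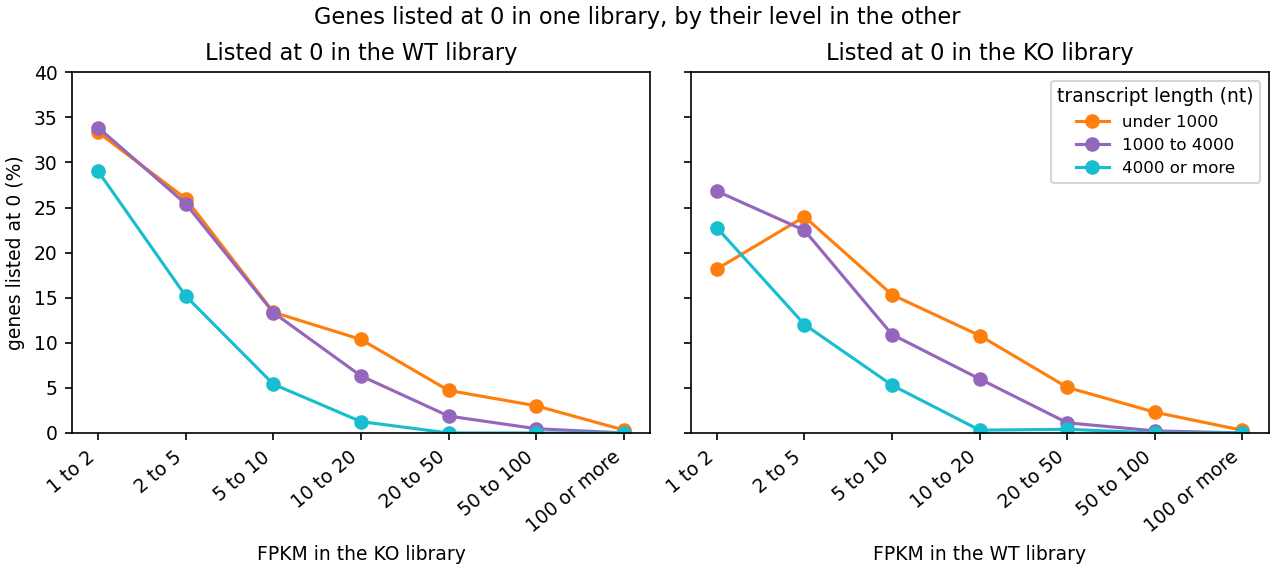
Share of genes (%) listed at 0 in the WT library (left) and the KO library (right), by their FPKM in the other library on the x axis, with a line for each class of transcript length. At 10 to 20 FPKM in KO the share at 0 in WT was 10.4% for transcripts under 1000 nt and 1.26% for those of 4000 nt or more, whereas at 1 to 2 FPKM it was 33.3% and 29.0%.

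Among genes measured at an FPKM of at least 1 in both libraries, Ctdsp2 had the largest fall, with a change of -7.26. The next falls were Pfdn6 from 199.9 to 1.998 FPKM, Zfp672 from 70.9 to 1.02, Lsm10 from 57.2 to 2.05 and Hilpda from 149 to 7.30. The rises were led by Akr1e1, from 1.55 to 41.6 FPKM, a change of 4.06. Wdfy1 rose from 2.41 to 44.6 FPKM, Tma16 from 1.06 to 26.2, Hdgfl2 from 2.36 to 39.03 and Mbd3 from 4.51 to 60.5.

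Heat production by macrophages was a central question of the study, so thermogenic genes were examined. Ucp1 (ENSMUSG00000031710, chromosome 8, 83290352 to 83298452) was at 8.34 FPKM in WT and 12.0 FPKM in KO, a change of 0.47 on an estimated 79.9 and 146 fragments. Of its 500 neighbours in expression, 64.6% had a lower change. Ppargc1a, which encodes PGC1α, was listed at 0 in both libraries, as were Prdm16, Cidea, Dio2 and Adrb3. Ucp1 was thus the only thermogenic gene of the 6 examined that could be compared. From mRNA measurements other than these libraries, the study reports higher Pgc1α and Ucp1 in sorted ATM of KO mice.

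Histone acetylation, acetyl-CoA synthesis and mitochondrial genes were compared next. The 13 genes of these classes that the study singled out had a median change of 2.81, and 12 of them were higher in KO. They had been chosen on these same libraries, so this is not independent evidence. Of the 13, 11 were listed at 0 in WT, and no fold change is given for them. Their KO values ranged from 2.03 FPKM for Elp4 to 49.2 FPKM for Mrpl13. Dmap1 was listed at 0 in WT and at 6.01 FPKM in KO, Meaf6 at 0 and 10.9, and Kat8 at 0 and 5.28. Slc27a4 was at 2.09 FPKM in WT and 12.9 in KO. Ing2 went the other way, from 3.29 FPKM in WT to 0 in KO. The median depended on the pseudocount and was 9.23 with a pseudocount of 0.01.

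The whole families were then examined. The median change of 27 histone acetyltransferase complex genes was 0.16, higher than in 72.1% of random lists matched on expression. This family includes 5 genes the study had chosen. For 8 enzymes of acetyl-CoA synthesis the median was 0.28, at the 70.4th percentile, with 1 chosen gene among them. Of these 8 enzymes 4 were higher and 4 were lower in KO. Acly rose from 34.2 to 53.6 FPKM and Pdhb from 30.1 to 62.6, whereas Acss1 fell from 18.97 to 5.34 and Acss2 from 2.73 to 0.522. Pdha1 was at 6.10 FPKM in WT and 5.71 in KO. By qRT-PCR on sorted ATM, the study reports higher Acly and Acss1 in KO, with Acss2 and Pdh comparable. Acss1 thus went the other way here, in 1 library of each genotype. Mitochondrial ribosomal protein genes had a median of 0.09 over 66 genes, at the 65.4th percentile, with 3 chosen genes among them. None of these 3 families lay outside the middle 95% of random lists.

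Nuclear-encoded oxidative phosphorylation genes, which encode the respiratory chain and ATP synthase, had a median change of -0.66, and 51 of 77 were lower in KO. The middle 95% of random lists matched on expression lay between -0.13 and 0.16, and 0% of the 10000 lists had a lower median. Matching on transcript length as well left this share at 0%. Over the alternatives the median lay between -0.70 and -0.56. By complex, the median was -0.95 for complex I, -1.48 for complex II, -0.58 for complex IV and -0.41 for ATP synthase, and 0.37 for the 9 genes of complex III. Of these 9 genes 6 were higher, and their median was inside the middle 95% of random lists.

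**Figure D3:**
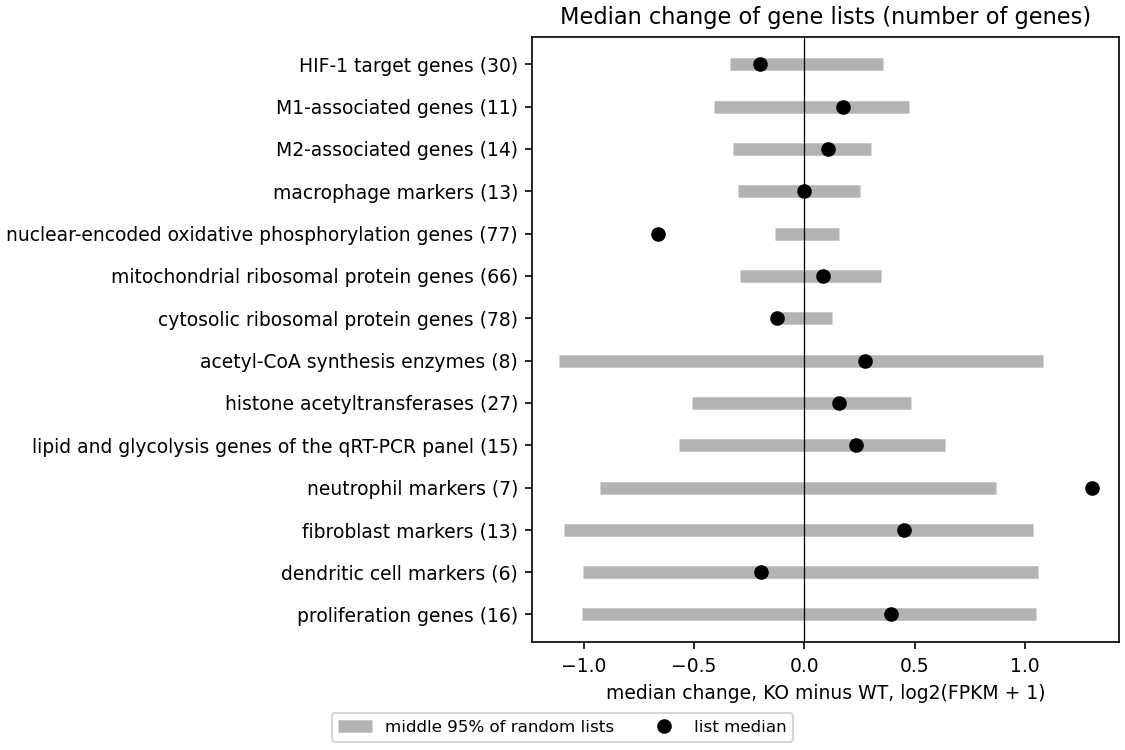
Median change of gene lists, KO minus WT on log2(FPKM + 1), with the number of genes in parentheses; black points are list medians and grey bars the middle 95% of 10000 random lists matched on expression. Oxidative phosphorylation genes lie below their bar at -0.66, neutrophil markers lie above theirs at 1.30, and cytosolic ribosomal protein genes lie just below theirs at -0.12.

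HIF-1 target genes were compared because many glycolytic enzymes depend on HIF-1. Their median change was -0.20, and 17 of 30 were lower in KO. This was at the 10.1th percentile of random lists, inside the middle 95%. Ldha fell from 106 to 57.1 FPKM, Pgk1 from 84.9 to 51.0 and Egln1 from 18.1 to 0.865. Pfkfb3 rose from 38.9 to 119 FPKM and Slc2a1 from 15.4 to 42.0. Genes of the study's qRT-PCR panel for lipid metabolism and glycolysis had a median of 0.24 at the 75.04th percentile, with 8 of 15 higher.

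Polarization genes were compared between the libraries. The median change was 0.18 for 11 M1-associated genes, at the 77.7th percentile, and 0.11 for 14 M2-associated genes, at the 80.6th percentile. Of the surface markers used to tell the polarized cells apart, Mrc1, which encodes CD206, was at 332 FPKM in WT and 427 in KO. Itgax, which encodes CD11c, was at 35.5 and 26.996. Prostaglandin genes chosen by the study from these libraries were all lower in KO. Ptgs2 fell from 45.1 to 12.9 FPKM, and Ptgds (13.7 in WT) and Ptgis (5.35 in WT) were listed at 0 in KO. The 18 genes of the study's lower ontology terms had a median of -2.78, and 14 of them were listed at 0 in KO. Its 3 genes of the higher terms had a median of 3.23, and all were listed at 0 in WT. The study drew the genes of these terms from those past 3-fold in the same libraries, so their directions were fixed beforehand.

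Markers of other cells were examined for RNA from cells other than macrophages. All 7 neutrophil markers past the filter were higher in KO, with a median of 1.30 at the 99.4th percentile. The markers Mmp8, Camp and Ltf were listed at 0 in both libraries. S100a8 rose from 73.3 to 182 FPKM and S100a9 from 63.4 to 301. The 5 markers with an FPKM of at least 1 in both libraries were all higher in KO, with a median of 0.61 at the 95.6th percentile, inside the middle 95%. That requirement left out Ngp and Retnlg, which were under it in WT and rose. Only 2 eosinophil markers passed the filter, Alox15 and Ccr3, with a median of 2.46 at the 98.6th percentile. The medians were 0.45 for fibroblast, 1.38 for adipocyte, 1.14 for mesothelial, 0.16 for endothelial, 0.30 for T cell, -1.41 for B cell and -0.19 for dendritic cell markers, all inside the middle 95%. The adipocyte median rested on 5 genes and went to 0.24 when an FPKM of at least 1 was required in both libraries. It was 0.00 with no filter and 4.08 with a pseudocount of 0.1. The mesothelial median rested on 6 genes and went to -1.06 when an FPKM of at least 1 was required in both libraries. Proliferation genes had a median of 0.39, also inside, which went to -0.21 at a mean FPKM of at least 5. No red blood cell gene passed the filter. Cytosolic ribosomal protein genes had a median of -0.12, at the 0.91th percentile on expression and at the 17.0th percentile when length was matched too. Of the 24 lists fixed beforehand with 2 or more genes that the study had not chosen, 4 lay outside the middle 95%, where 1.2 would by chance. The random lists drew each gene independently, so 1.2 may be too low where the genes of a list vary together. These 24 include the thermogenic list, which had 1 gene past the filter. The tally leaves out the 2 families added later, proteasome and Sm and LSm genes, which both also lay outside on expression.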

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

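Settings altered 13 of the values that answer the comparisons. Ppargc1a, at 0 in both libraries, does not move under any setting, and the thermogenic median is Ucp1 alone wherever low values are filtered and was counted only with no filter. Of the 110 altered values, 98 were within an allowance, 12 moved by more and 0 changed direction. A further 36 recomputed values were identical to the reported ones and say nothing about stability. The allowance was 1.5-fold for counts, the SD of matched random lists for medians, and 1.5-fold for single genes, since no replicate spread exists. No paired analysis was possible because each genotype has 1 library.

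The counts of higher and lower genes fell to 429 and 447 with an FPKM of at least 1 in both libraries, and to 598 and 646 at a mean FPKM of at least 5, because these filters leave out genes that are low or at 0 in a library. They rose to 2380 and 2314 with a 2-fold threshold. The share of higher genes stayed between 48.1% and 51.2% in all settings. The median of the acetylation and mitochondrial genes singled out by the study was 5.93 with a pseudocount of 0.1 and 9.23 with 0.01, because most were listed at 0 in WT, and 4.37 at a mean FPKM of at least 5, where fewer genes were left. The HIF-1 target median and the thermogenic median were 0.00 with no filter, since unexpressed genes enter at 0. The mitochondrial ribosomal protein median was 0.29 at a mean FPKM of at least 5, and the cause was not tested. The oxidative phosphorylation median was -0.56 with the length trend removed, an alternative chosen after seeing the data, so part of the fall followed length.

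The other 41 results were changed 328 times, of which 287 were within the allowance, 31 were larger and 10 altered the direction. Ppargc1a, Acss2, Ptgis, Ing2 and Ing3 failed both stricter filters and Ptgds failed the requirement in both libraries, so these gave no value there. The mesothelial median went to -1.06 with an FPKM of at least 1 in both libraries and to -2.49 at a mean FPKM of at least 5, and the proliferation median went to -0.21 at that mean, in each case with fewer genes. The rest were values near 0. Scaling to the upper quartile gave 0.00043 for the M1/M2 surface markers, 0.0088 for the macrophage markers and 0.0088 for Itgam. Scaling to the same sum gave 0.033, 0.042 and 0.042. With the length trend removed the macrophage marker median was 0.086. The neutrophil median was 0.61 under both stricter filters and 0.50 with no filter.

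Depth in fragments limits few genes, but agreement between the libraries was poor below about 20 FPKM, where 20.6% of genes at a mean of 10 to 20 FPKM passed 3-fold. The change of Ucp1, which lies at that level, and that of Hif1a, which lies just above it, were inside the spread of their neighbours in expression.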

Other observations

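The tests of genes at 0, of length bias, scaling and other short transcripts for the oxidative phosphorylation genes, of neutrophil RNA and of gene selection were chosen only after those results were seen. What the simulations of unchanged libraries and the removal of extreme genes would decide was written before their results were seen. The readings for the unit of noise and for the simulated number of 3-fold genes were changed after their results were seen. They went from fitting the noise explanation to leaving it undecided. The unit of noise that drives the simulations was settled with estimates from the real libraries in view, and the checks of the simulation (outside its range, with the other unit and on unchanged libraries) were added later.

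Many genes were listed at 0 in 1 library and well above 0 in the other. Sampling of reads at the estimated depth does not account for them, since 1501 such genes had 20 or more estimated fragments in the other library. Failed estimates that strike regardless of length do not account for genes at 10 to 20 FPKM, where the share at 0 in WT was 1.26% for transcripts of 4000 nt or more against 10.4% for those under 1000 nt. They stay open at 1 to 2 FPKM, where the shares were 29.0% and 33.3% in WT and 22.8% and 18.2% in KO, and failures more frequent in short transcripts were not tested. A candidate explanation is that few independent cDNA molecules stood behind the reads, with PCR copies making up the depth. The unit of noise at 50 to 200 FPKM x kb was 12.9, about 75.8 estimated fragments in WT, and 1.30 times that at 10 to 50, which is near the constant value the explanation needs. At 200 to 500 it was 1.72 times as large, which it does not predict. In genes with a single annotated transcript the unit was 12.7, 14.1 and 14.01 over these ranges. Genes with 3 or fewer estimated fragments made up 3.06% of those listed in WT and 4.23% in KO. These lie far below 1 unit, so the unit cannot be the size of every molecule. The question otherwise stays open. If the unit were 1 molecule on average, 3 molecules of a 2000 nt transcript would correspond to 19.4 FPKM. A value of 0 would then leave room for moderate expression.

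Whether such noise gives the number of genes past 3-fold could not be settled. Simulated unchanged libraries with that unit had 101% as many genes past 3-fold as the real pair, and 100.3% among genes outside the range where the unit was estimated. With the unit found at 10 to 50 FPKM x kb it was 91.5%. The unit contains any real difference between the libraries, so noise and genotype cannot be told apart by this count. When the procedure was run on libraries known to be unchanged, it returned 78.6% of the known number. The 101% is thus to be read against 78.6%. It lies above what unchanged libraries gave and is not a match. In the simulation made from the real pair, 1217 genes were at 0 in WT where 933 were observed. In KO 1220 were at 0 where 804 were observed, so this simulation overstates the zeros. Without replicate libraries, 3-fold genes from this pair are candidates.

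Oxidative phosphorylation genes were lower in KO. The study describes enhanced mitochondrial function in these cells, from mitotracker staining, ATP levels and oxygen consumption. Those measures are not mRNA levels, so the fall does not contradict them. The fall was outside what the simulated noise gave, with an SD of 0.060 for the median and 0% of 1000 simulations as low. It was not explained by length, since 0% of lists matched on expression and length were lower. The 4 scalings left the median at -0.62 or below. Without the 10 genes that fell most it was -0.55. Whether the fall is particular to mitochondria stays open. Proteasome genes also fell, with a median of -0.39, at the 0.46th percentile on expression but the 3.43th with length matched. Spliceosomal Sm and LSm genes fell by 0.94, at the 0.19th percentile with length matched. Cytosolic ribosomal protein genes, of similar length to the oxidative phosphorylation genes, fell by less, with a median of -0.12 and 58 of 78 lower. That median was at the 0.91th percentile on expression but the 17.0th with length matched. Against a shift of all such transcripts, mitochondrial ribosomal protein genes, of similar length to the Sm and LSm genes, had a median of 0.09. This was at the 65.4th percentile on expression and the 73.5th with length matched, so neither all short housekeeping transcripts nor all mitochondrial ones fell. A shift in some housekeeping families, a difference between animals or sorts, and the genotype cannot be told apart with 1 library of each.

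Neutrophil markers were higher in KO. Their median was at the 99.4th percentile, and 0.2% of simulated unchanged libraries reached it. Over the 5 markers with an FPKM of at least 1 in both libraries it was at the 95.6th percentile, or the 92.5th with length matched, inside the middle 95%, although that requirement removes markers that were low in WT and rose. The argument against noise thus rests on all 7 markers, and the list was picked out as 1 of 4 outside the middle 95% among 24 lists fixed beforehand. More neutrophil RNA in the KO library is a candidate explanation, although the markers Mmp8, Camp and Ltf were listed at 0 in both libraries. S100a8 and S100a9 had the highest KO values of the 7 markers, and monocytes also express them. Since hMRP8 is the human counterpart of S100a8, whose promoter drives Cre in the KO mice, a relation to the transgene was not tested.

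The acetylation and mitochondrial genes singled out by the study were higher in KO, which may owe something to selection of genes listed at 0 in WT. The whole families do not settle it. The mitochondrial ribosomal protein genes had a median of 0.087, at the 65.4th percentile, and the histone acetyltransferase genes one of 0.16, at the 72.1th percentile, both inside the middle 95% of random lists and with members that went both ways. Without the genes singled out by the study, these medians were -0.043, at the 34.1th percentile, and 0.094, at the 65.6th. For the acetyl-CoA synthesis enzymes the median went from 0.28 to -0.082, at the 38.8th percentile. The remaining members of these families thus showed no common rise, which leaves open a rise of the chosen genes alone. A rise of some members by genotype and selection among noisy values cannot be told apart in the libraries from which the genes were chosen.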
